A study of Mus musculus with 4 samples. Its data were reported in "Postnatal liver functional maturation requires Cnot complex-mediated decay of mRNAs encoding cell cycle and immature liver genes" (2019).

How the data were processed

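RNA from whole livers of 4-week-old mice was measured on 4 Affymetrix 3' expression arrays for the mouse genome, 1 per liver, with 2 Control and 2 Cnot3KO livers. The values are probe set intensities that the authors made with Robust Multi-array Average (RMA), which corrects for background, normalizes between arrays and summarises the probes of each probe set; its version is not stated. The deposited table is on the linear scale, with values from 1.27 to 16933, and was turned to log2 with no added constant. Whether other arrays of the study were normalized together with these 4 is not stated. The number of arrays limits the precision of each value. No detection calls or background values were used.

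A probe set was kept if it lay above the 20th percentile of its array on at least 1 of the 4 arrays, after the cut-off in the study's methods, which kept 38405 of 45037 probe sets. Of all probe sets 34945 named 1 gene, 932 several and 9160 none, for 18194 genes in all. Of those naming 1 gene, 34741 had an Entrez identifier that is in a reference table of mouse genes, used for current symbols and neighbouring genes only, and 0 symbols changed. A gene was represented by its probe set with the highest mean log2 value among kept probe sets that name it alone, over all 4 arrays in every alternative. Gapdh and H19 are named only by probe sets that list several genes, no probe set names Trp53, and these genes are not analysed here. No genome positions are given, since the table names no build.

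The groups were compared with linear models and empirical Bayes moderation (lmFit and eBayes in limma 3.58.1 under R 4.3.3), 2-sided, on 5.40 total degrees of freedom of which 3.40 came from the prior. P was adjusted by the Benjamini-Hochberg method over the kept probe sets and called at an adjusted p under 0.05. The median SE of a log2 difference was 0.192. Folds alone were counted from differences of group means. The same folds and fit were run on the 2 splits of the arrays that mix the groups, where the difference between the groups adds to the spread within each arm. With 2 arrays per group no label permutation was used as a test. The 47 gene lists, 42 written from general knowledge and 5 chosen by the study on such livers, were tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the lists. A list's genes were also adjusted over the list alone. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the table and drew the figures.

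The comparisons, lists, tests, filter and rule for named genes were set before the data were examined. Named were Cnot3 and other subunits of its complex, the 8 genes with the largest difference each way among those called whose arrays did not overlap between groups, up to 4 called members of each list with the largest difference or 2 members with the largest difference where none was called, the genes of the study's lists, and the reference genes Actb, Rplp0 and Alb. Some genes of the rule were left out for space, not always in order of difference as planned, for example where a smaller change went the other way. Pan2, Aldh1b1, Cdkn1a, Dbp and Xist in the text, and Cdc20, Cyp2d9, Arntl, Nr1d2 and Lgr5 in the plot of single arrays, were named after their values were seen.

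The fit was tested on simulated data. With 200 changed probe sets of 38405, it recovered 0% of 2-fold, 58% of 4-fold, 78% of 8-fold and 100% of 16-fold changes, and 6 of 124 calls (4.84%) were false. With 5000 changed it recovered 65.6%, 96.7%, 99.3% and 99.8%, and 200 of 4718 calls (4.24%) were false. A simulated list of 30 genes raised 2-fold was found by camera with a median of 1.00, and 0 other lists passed. The simulated noise was independent between genes, so this cannot show how camera performs where the genes of a list vary together. On the real arrays 0 lists passed with an estimated correlation. The noise was also drawn from the prior of the fit itself, so the shares of false calls are no independent check of the fit.

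Alternatives were no filter, a mean above the 50th percentile, quantile normalization again, centring on array medians or on ribosomal protein genes, the replicate number as a block, no probe sets ending in _x_at or _s_at, a prior that follows intensity, a robust prior, the methods' t-test, other thresholds, the mean of a gene's probe sets, lists without genes the study chose, and each array left out in turn. Centring on Rplp0 and lists without genes that other lists hold were added after the data were seen. Data of the study other than these 4 arrays were not used here.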

Results

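Gene expression was measured in whole livers of 4-week-old mice on a 3' expression array that carries several probe sets for many genes. Cnot3 is a subunit of the Ccr4-Not complex, which shortens the poly(A) tails of mRNAs, and in the Cnot3KO mice the gene was deleted in hepatocytes by Cre recombinase under the albumin promoter. The groups were 2 Control livers and 2 Cnot3KO livers, with 1 array for each liver. The value table held 45037 probe sets, and 38405 of them (85.3%) passed the filter on low values. Median values on the log2 scale were 3.11 and 3.14 on the Control arrays and 3.09 and 3.09 on the Cnot3KO arrays. The 75th percentiles were 5.35 and 5.28 in Control and 5.53 and 5.51 in Cnot3KO. Across the filtered probe sets Pearson's r was 0.981 between the 2 Control arrays, 0.989 between the 2 Cnot3KO arrays and from 0.937 to 0.948 between arrays of different groups; these are correlations across probe sets, which are not independent replicates. The difference between the 2 Control arrays had an SD of 0.455 on the log2 scale, and that between the 2 Cnot3KO arrays an SD of 0.350. Levels and differences below are on the log2 scale with n = 2 arrays per group. Each value after ± is the standard error (SE) of a difference, and every p is adjusted by the Benjamini-Hochberg method in limma. The number of arrays limits the precision of each value, and folds against values in the low range are imprecise because no detection calls were used.

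The first question was whether Cnot3 itself was lower in the Cnot3KO livers and whether other subunits of its complex moved with it. Of the 2 Cnot3 probe sets, that with the higher signal read 5.99 and 6.04 on the Control arrays and 5.15 and 5.30 on the Cnot3KO arrays, a fall of -0.79 ± 0.16 (adjusted p = 0.0372). The other had a mean of 4.61 in Control and 4.21 in Cnot3KO, which did not pass (-0.40, adjusted p = 0.218). The Cnot3 call was lost with a prior that follows intensity (adjusted p = 0.0551) and with centring on Rplp0 (adjusted p = 0.0723). It was also lost with the replicate block (adjusted p = 0.0517) and whenever 1 array was left out, with differences from -0.87 to -0.71. Which exons either probe set matches is not known here, and a probe set outside the deleted part would not check the labels. The direction on all 4 arrays was that of the labels. By immunoblot the paper reported lower protein levels of most other subunits, which RNA values do not test. The 11 subunits measured here include Cnot3 but not Cnot1. Of them Cnot11 rose by 1.35 ± 0.21 (adjusted p = 0.0181), although 2 other Cnot11 probe sets did not pass. The main Cnot2 probe set differed by 0.48 ± 0.18 and did not pass (adjusted p = 0.148), whereas 2 others of its 4 probe sets were called higher. Cnot2 passed with the mean of its probe sets (0.61, adjusted p = 0.0497) and without probe sets ending in _x_at or _s_at (0.75, adjusted p = 0.0416). Cnot8 was at 0.63 ± 0.20 (adjusted p = 0.102), and Cnot6, a catalytic subunit, was at -0.41 ± 0.17 (adjusted p = 0.169). As a list that includes Cnot3 itself, the subunits had a median difference of 0.33 and did not pass camera (adjusted p = 0.683). Cnot11 was the 1 called higher and Cnot3 the 1 called lower, also when adjusted over the list alone. No other subunit was called lower. Among 25 other factors of deadenylation and decapping, 3 rose and 2 fell (4 and 3 adjusted over the list alone; camera adjusted p = 0.837). Btg2, which recruits the deadenylase and restrains proliferation, rose by 3.54 ± 0.39. The decapping factors Edc4 and Dcp1b rose by 1.42 ± 0.25 and 1.15 ± 0.25. However, 2 other Dcp1b probe sets did not pass and the mean of its probe sets was at 0.28 (adjusted p = 0.287). Zfp36, which brings the complex to AU-rich elements, fell by -1.31 ± 0.28, and the deadenylase subunit Pan2, named after its values were seen, fell by -0.80 ± 0.16.

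Over all probe sets more transcripts were higher than lower in Cnot3KO livers. At an adjusted p under 0.05, 3258 probe sets (8.48%) were higher and 1837 (4.78%) lower in limma's test, so that 63.9% of the 5095 changed probe sets were higher. By genes, 2038 of 16758 rose and 777 fell. The largest rises among genes whose arrays did not overlap between groups were those of Bex1 (8.89 ± 0.46), Afp (8.24 ± 0.27), Sult2a2 (8.05 ± 0.55), Igf2 (7.50 ± 0.17), Sult1e1 (7.29 ± 0.16), Sprr1a (6.68 ± 0.58), Ly6d (6.36 ± 0.30) and Psrc1 (6.19 ± 0.40). Their Control means lay from 2.02 for Sult2a2 to 4.34 for Afp, below the 75th percentile of each Control array. The largest falls were those of Hsd3b5 (-8.48 ± 0.43), Slco1a1 (-6.58 ± 0.17), Mup3 (-6.34 ± 0.63), Ugt2b38 (-5.60 ± 0.21), Elovl3 (-5.59 ± 0.99), Serpina4-ps1 (-5.45 ± 0.77), Sult2a8 (-5.43 ± 0.21) and Mup10 (-5.34 ± 0.48). Adjusted p for these 16 genes ranged from 0.000836 for Igf2 to 0.0250 for Elovl3, which already differed between the Control arrays (7.54 and 10.72). By fold change alone, 3102 probe sets (8.08%) were more than 2-fold higher and 1692 (4.41%) more than 2-fold lower. At 4-fold the counts were 765 and 257, and at 8-fold they were 219 and 68. In the 2 splits that mix the groups, 216 and 55 probe sets were more than 2-fold higher, 200 and 125 more than 2-fold lower, and limma called 0 probe sets in either, with 208 and 8 higher and 230 and 41 lower at an unadjusted p under 0.05. The difference between the groups widens the spread within each arm of such splits, so their limma counts give no rate of false calls. The groups did not overlap for 62.8% of the probe sets, and chance gives 33.3%. Counts depended on the number of arrays: without 1 array, from 1328 (without Control replicate 1) to 2093 (without Control replicate 2) probe sets were higher and from 536 (without Cnot3KO replicate 1) to 1489 (without Control replicate 2) lower. At an unadjusted p under 0.05 in limma, 6346 probe sets were higher and 5550 lower. With the methods' t-test, 3860 were higher and 3977 lower at an unadjusted p under 0.05, so that the larger count was of lower probe sets. Adjustment of that test left 0 higher and 1 lower.

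**Figure D1:**
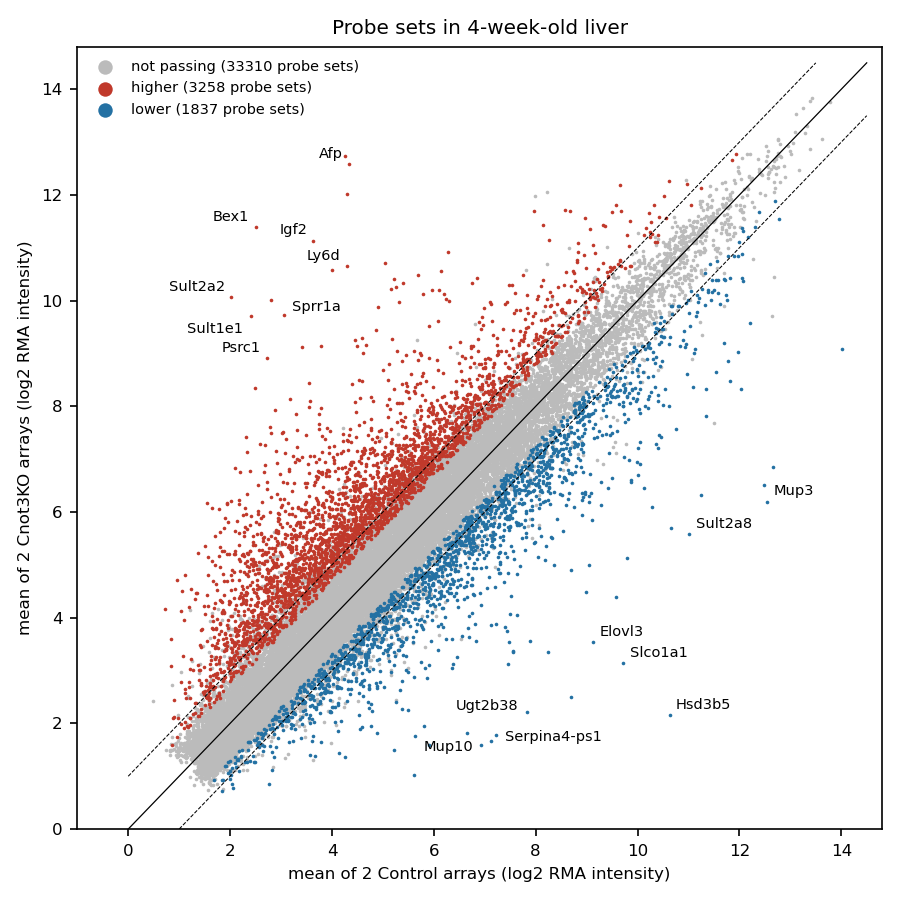
Mean of the 2 Control arrays (x axis) against the mean of the 2 Cnot3KO arrays (y axis) for 38405 probe sets, as log2 RMA intensity. Red points are the 3258 probe sets higher and blue points the 1837 lower at an adjusted p under 0.05, gray points did not pass, the solid line marks equal values, the dashed lines a 2-fold difference, and the 8 genes with the largest change each way are named.

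Genes of the fetal liver and of cell division were higher in Cnot3KO livers. Of 23 fetal liver genes measured, 10 rose and none fell (12 and 0 adjusted over the list alone), with a median of 1.05 (camera adjusted p = 0.000114; adjusted p = 0.383 with an estimated correlation). Afp, the fetal counterpart of albumin, went from 4.34 to 12.58, and Igf2, a fetal growth factor, from 3.64 to 11.13. The imprinted gene Peg3 rose by 5.20 ± 0.27 and the transcription factor Sox4 by 4.66 ± 0.20. Of 65 genes of mitosis and cytokinesis, 50 rose and none fell (58 and 0 adjusted over the list alone), with a median of 2.06 (camera adjusted p = 1.87e-19; adjusted p = 0.383 with an estimated correlation). The mitotic kinases Aurka, Ttk and Bub1 rose by 3.48 ± 0.24, 3.30 ± 0.49 and 3.03 ± 0.28, and Cdca5, which protects sister chromatid cohesion, by 3.19 ± 0.43. Of 48 genes of DNA replication, 21 rose and 1 fell (26 and 1 adjusted over the list alone), with a median of 1.33 (camera adjusted p = 4.41e-07; adjusted p = 0.579 with an estimated correlation). The licensing factor Cdt1, at 5.83 and 3.77 in Control, rose by 3.29 ± 0.74. Its call was lost with no filter (adjusted p = 0.0559) and with the replicate block (adjusted p = 0.0842). It was also lost without Control replicate 2 (2.26) and without Cnot3KO replicate 2 (2.69). The epigenetic regulator Uhrf1 rose by 2.93 ± 0.58 and the helicase subunit Mcm6 by 2.76 ± 0.30. The gene that fell was Mcm10 (-2.91 ± 0.38), whose other probe set did not pass. Of 21 G1 cyclins and cell cycle inhibitors, 3 rose and none fell (8 and 1 adjusted over the list alone; median 0.53, camera adjusted p = 0.152), namely the pocket protein gene Rbl1 (2.22 ± 0.37), Ccnd3 (1.24 ± 0.20) and Cdk4 (0.90 ± 0.17). That list passed without Control replicate 1 (adjusted p = 0.0242) and without Cnot3KO replicate 1 (adjusted p = 0.0356). Of 26 p53 target genes, 11 rose and 1 fell (15 and 3 adjusted over the list alone), with a median of 0.85 (camera adjusted p = 0.000165; adjusted p = 0.496 with an estimated correlation). Psrc1, whose product acts at the mitotic spindle, rose by 6.19 ± 0.40, Phlda3, an inhibitor of Akt signalling, by 3.21 ± 0.28, the death receptor gene Eda2r by 2.87 ± 0.20 and the kinase gene Plk2 by 2.79 ± 0.25. Cdkn1a, the main p53-induced inhibitor of the cell cycle, read 5.22 and 8.38 in Control and 9.71 and 9.39 in Cnot3KO and did not pass (adjusted p = 0.130); it was named after its values were seen.

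Immune response genes and markers of several non-hepatocyte cell types were also higher. Of 51 genes of the interferon response and antigen presentation, 38 rose and none fell (44 and 0 adjusted over the list alone), with a median of 2.01 (camera adjusted p = 1.9e-17; adjusted p = 0.383 with an estimated correlation). The antiviral genes Oasl1, Ifit1, Oasl2 and Ifit2 rose by 4.65 ± 0.76, 4.63 ± 0.51, 4.58 ± 0.27 and 4.49 ± 0.32. Of 33 genes of chemokines and NF-kappa-B inflammation, 13 rose and none fell (16 and 1 adjusted over the list alone), with a median of 0.80 (camera adjusted p = 0.000124; adjusted p = 0.348 with an estimated correlation). The largest rises in that list were in genes that are not chemokines, namely S100a6 (4.81 ± 0.34), Anxa2 (3.59 ± 0.33) and the TWEAK receptor Tnfrsf12a (3.23 ± 0.43). The chemokine Cxcl14 rose by 3.12 ± 0.60. Its other probe set did not pass, and its call was lost without Control replicate 1 (adjusted p = 0.119) or Control replicate 2 (adjusted p = 0.0959). Of 37 genes of cell adhesion and the cytoskeleton, 23 rose and none fell (27 and 0 adjusted over the list alone), with a median of 1.36 (camera adjusted p = 1.75e-11; adjusted p = 0.383 with an estimated correlation). Tight junction claudins led it, with Cldn7 at 4.38 ± 0.37, Cldn4 at 3.85 ± 0.70 and Cldn6 at 3.21 ± 0.36. Of 28 macrophage and Kupffer cell markers, 17 rose and 1 fell (20 and 1 adjusted over the list alone), with a median of 1.08 (camera adjusted p = 2.01e-07; adjusted p = 0.348 with an estimated correlation). Gpnmb, Ms4a7 and Cd68 rose by 3.60 ± 0.52, 2.44 ± 0.18 and 2.34 ± 0.23, whereas the scavenger receptor gene Cd163 fell by -3.87 ± 0.23, from 5.64 to 1.76. Of 27 stellate cell and fibrosis markers, 16 rose and none fell (19 and 0 adjusted over the list alone), with a median of 1.07 (camera adjusted p = 2.61e-06; adjusted p = 0.383 with an estimated correlation). Examples were Timp1 (2.64 ± 0.22), Lum (2.40 ± 0.25) the collagen crosslinking gene Loxl1 (2.11 ± 0.27) and the collagen gene Col6a3 (2.11 ± 0.31). Of 15 cholangiocyte and progenitor markers, 8 rose and none fell (9 and 0 adjusted over the list alone), with a median of 1.45 (camera adjusted p = 3.45e-05; adjusted p = 0.496 with an estimated correlation). They included Prom1 (5.35 ± 0.45), Tspan8 (4.63 ± 0.38) and Epcam (3.69 ± 0.42). Lists of endothelial, lymphoid and neutrophil markers did not pass. Of 27 sinusoidal endothelial markers, 1 rose, Cd34 by 1.59 ± 0.18 (1 and 0 adjusted over the list alone; camera adjusted p = 0.401). Of 23 T, B and NK cell markers, 3 rose, with Blnk at 2.63 ± 0.33 (4 and 0 adjusted over the list alone; camera adjusted p = 0.211). Of 15 neutrophil and myeloid precursor markers, 4 rose and 1 fell, with Lcn2 at 3.69 ± 0.37 and Prtn3 at -1.40 ± 0.32 (5 and 2 adjusted over the list alone; camera adjusted p = 0.492). Of 17 erythroid markers, 3 fell and none rose (5 and 0 lower and higher adjusted over the list alone), with a median of -0.58 (camera adjusted p = 0.00107; adjusted p = 0.496 with an estimated correlation). These were Alas2 (-2.57 ± 0.34), Car1 (-2.17 ± 0.38) and Klf1 (-1.42 ± 0.31). With the replicate block Car1 (adjusted p = 0.0522) and Klf1 (adjusted p = 0.0627) lost their call.

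**Figure D2:**
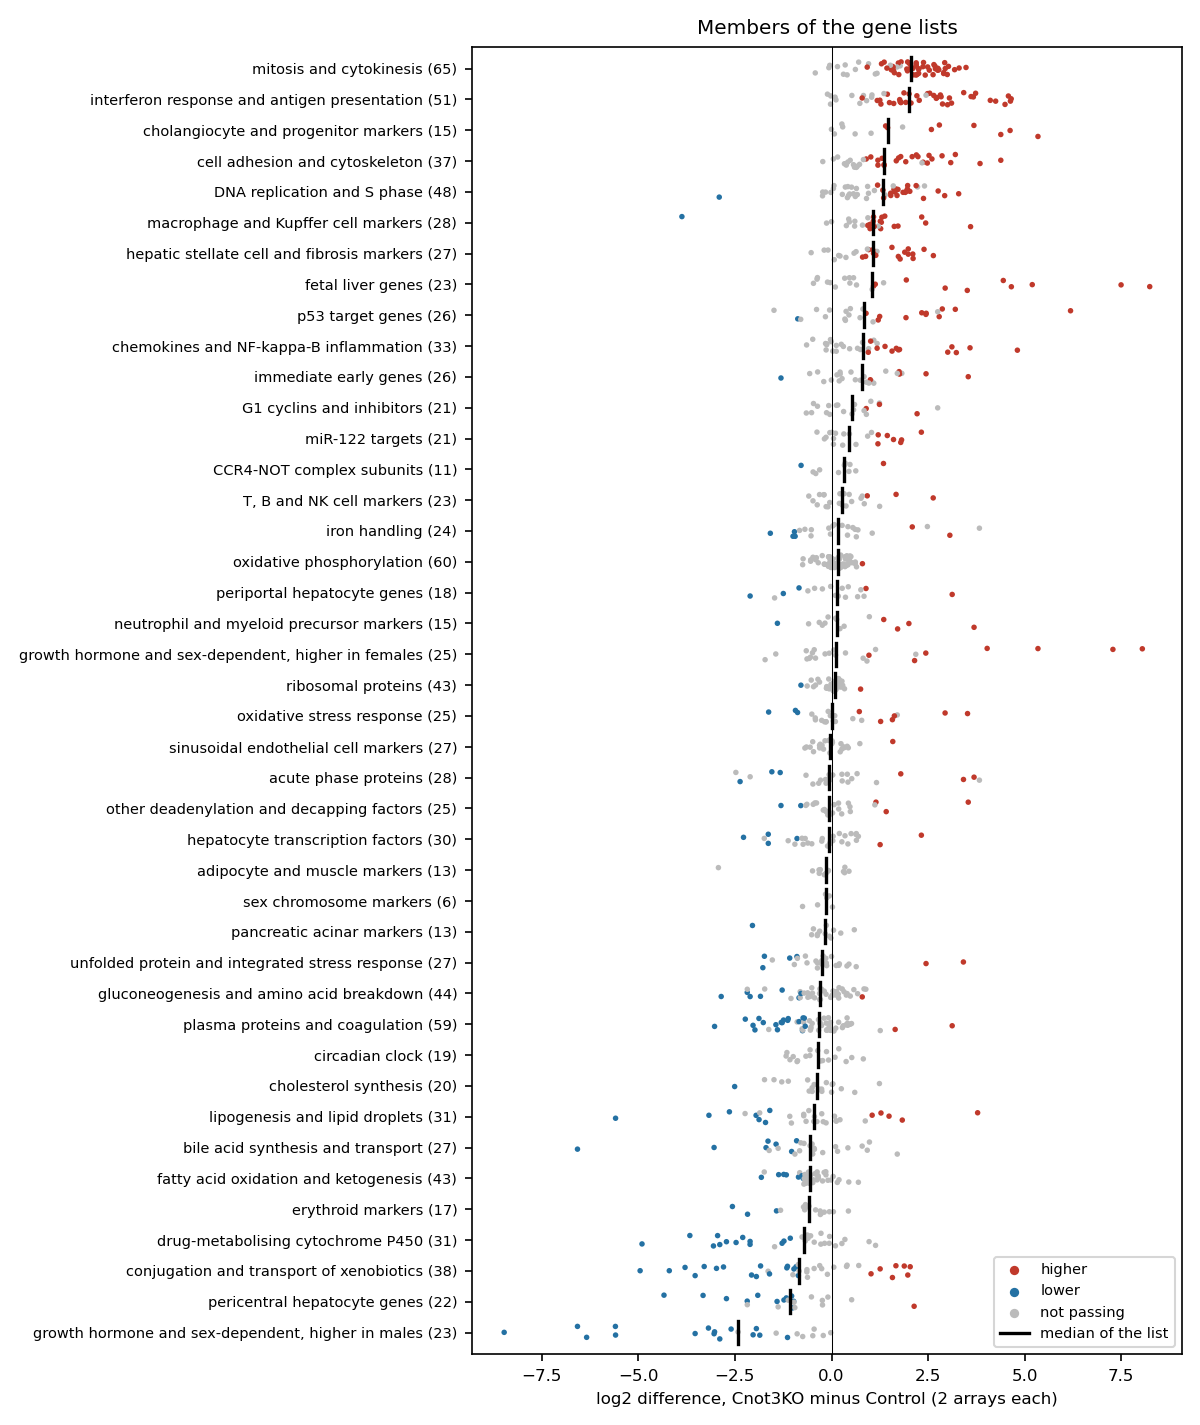
Log2 difference between Cnot3KO and Control (x axis) of each measured member of the 42 gene lists that the study did not choose (y axis, number of measured genes in parentheses, ordered by median). Each point is 1 gene, red where higher and blue where lower at an adjusted p under 0.05 and gray where it did not pass; black bars are medians, from -2.42 for the genes higher in males to 2.06 for mitosis and cytokinesis.

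Several lists of mature liver function fell, with different sizes of change. Of 31 cytochrome P450 genes of drug metabolism, 13 fell and none rose (18 and 1 lower and higher adjusted over the list alone), with a median of -0.70 (camera adjusted p = 2.01e-07; adjusted p = 0.348 with an estimated correlation). Cyp2c54, Cyp2c37, Cyp4f14 and Cyp2c50 fell by -4.91 ± 0.60, -3.67 ± 0.27, -3.06 ± 0.58 and -2.95 ± 0.37. Of 38 genes of conjugation and transport of xenobiotics, 16 fell and 7 rose (22 and 8 adjusted over the list alone), with a median of -0.85 (camera adjusted p = 0.000114; adjusted p = 0.383 with an estimated correlation). The carboxylesterase genes Ces1f and Ces1e fell by -4.96 ± 0.61 and -3.79 ± 0.40, and the glucuronosyltransferase genes Ugt3a2 and Ugt2b1 by -4.20 ± 0.33 and -3.53 ± 0.62. Of 27 genes of bile acid synthesis and transport, 7 fell and none rose (12 and 3 adjusted over the list alone), with a median of -0.56 (camera adjusted p = 0.000212; adjusted p = 0.348 with an estimated correlation). The transporter gene Slco1a1 went from 9.72 to 3.15, and Cyp7b1, an oxysterol hydroxylase, fell by -3.04 ± 0.46. Of 43 genes of fatty acid oxidation and ketogenesis, 7 fell and none rose (21 and 1 adjusted over the list alone), with a median of -0.57 (camera adjusted p = 2.01e-07; adjusted p = 0.383 with an estimated correlation). The largest falls were smaller than in the former lists, at -1.82 ± 0.17 for Acadsb and -1.37 ± 0.21 for Pccb. Of 31 genes of lipogenesis and lipid droplets, 7 fell and 5 rose (11 and 5 adjusted over the list alone), with a median of -0.46 (camera adjusted p = 0.0228; adjusted p = 0.515 with an estimated correlation). Elovl3, Thrsp and Me1 fell by -5.59 ± 0.99, -3.17 ± 0.61 and -2.64 ± 0.21, and the lipid droplet gene Cidec rose by 3.78 ± 0.18. Of 20 genes of cholesterol synthesis, 1 fell, Stard4 by -2.51 ± 0.38 (1 adjusted over the list alone), with a median of -0.38 (camera adjusted p = 0.0303; adjusted p = 0.739 with an estimated correlation). The median difference of this list was larger within groups, with replicate 2 above replicate 1 by 0.69 in Control and 0.99 in Cnot3KO. Of 44 genes of gluconeogenesis and amino acid breakdown, 7 fell and 1 rose (10 and 1 adjusted over the list alone), with a median of -0.29 (camera adjusted p = 0.00505; adjusted p = 0.598 with an estimated correlation). In this list Dpys, Glul, Ass1 and Afmid fell by -2.86 ± 0.21, -2.18 ± 0.41, -2.11 ± 0.25 and -1.84 ± 0.30. The list is broad, as Glul encodes glutamine synthetase. These genes alone do not show less gluconeogenesis or amino acid breakdown. Without Control replicate 2 the calls of lipogenesis (adjusted p = 0.0726), cholesterol synthesis (adjusted p = 0.511) and gluconeogenesis (adjusted p = 0.0842) were lost, and without Cnot3KO replicate 1 that of cholesterol synthesis (adjusted p = 0.474). Of 59 genes of plasma proteins and coagulation, 18 fell and 2 rose (24 and 3 adjusted over the list alone), with a median of -0.33 (camera adjusted p = 3.45e-05; adjusted p = 0.348 with an estimated correlation). The complement genes C8a and C8b fell by -3.03 ± 0.20 and -2.03 ± 0.22 and Itih1 by -2.23 ± 0.22, whereas Apoa4 rose by 3.13 ± 0.36. Albumin itself was at 13.78 in Control and 13.76 in Cnot3KO (difference -0.02, adjusted p = 0.942; 0.02 with arrays centred on their medians). Its probe set lay near the highest value of each array, from 13.80 to 14.05, where a difference can be compressed, so this value does not show that albumin was unchanged.

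Genes expressed more in male liver and genes of hepatocytes around the central vein had the lowest medians among the 42 lists the study did not choose. Of 23 genes expressed more in male than in female liver, 15 fell and none rose (15 and 0 adjusted over the list alone), with a median of -2.42 (camera adjusted p = 1.14e-12; adjusted p = 0.348 with an estimated correlation). Hsd3b5, a steroid dehydrogenase gene, went from 10.63 to 2.15, the major urinary protein gene Mup3 from 12.54 to 6.20 and Ugt2b38 from 7.82 to 2.22. Of 25 genes expressed more in female liver, 7 rose and none fell (7 and 0 adjusted over the list alone), with a median of 0.10 (camera adjusted p = 0.168). The list passed without Control replicate 1 (median 0.75) and without Cnot3KO replicate 1 (median 0.06). It also passed with arrays centred on Rplp0 (adjusted p = 0.0375). The sulfotransferase genes Sult2a2 and Sult1e1 went from 2.02 to 10.07 and from 2.42 to 9.70, and Cyp17a1 rose by 4.03 ± 0.83. None of 6 sex chromosome markers was called by limma (0 adjusted over the list alone and 0 at an unadjusted p under 0.05; camera adjusted p = 0.218): Xist lay between 1.99 and 2.33 and the Y-linked gene Eif2s3y between 7.34 and 7.90 on all 4 arrays. Of 22 pericentral hepatocyte genes, 11 fell and 1 rose (12 and 2 adjusted over the list alone), with a median of -1.08 (camera adjusted p = 1.16e-06; adjusted p = 0.348 with an estimated correlation). The glutamate transporter gene Slc1a2 fell by -4.34 ± 0.47, Rgn by -3.33 ± 0.33, Cyp1a2 by -2.72 ± 0.32 and glutamine synthetase, Glul, by -2.18 ± 0.41, whereas Aldh1b1, named after its values were seen, rose by 2.14 ± 0.25. Of 18 periportal genes, 3 fell and 2 rose (4 and 2 adjusted over the list alone), with a median of 0.14 (camera adjusted p = 0.686); the difference between these lists was not tested. Of 30 hepatocyte transcription factors, 4 fell and 2 rose (6 and 2 adjusted over the list alone; camera adjusted p = 0.205, and 0.0408 without Control replicate 2). Bcl6, Zbtb20 and Onecut2 fell by -2.28 ± 0.41, -1.64 ± 0.20 and -1.64 ± 0.35, and Klf6 rose by 2.33 ± 0.23.

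**Figure D3:**
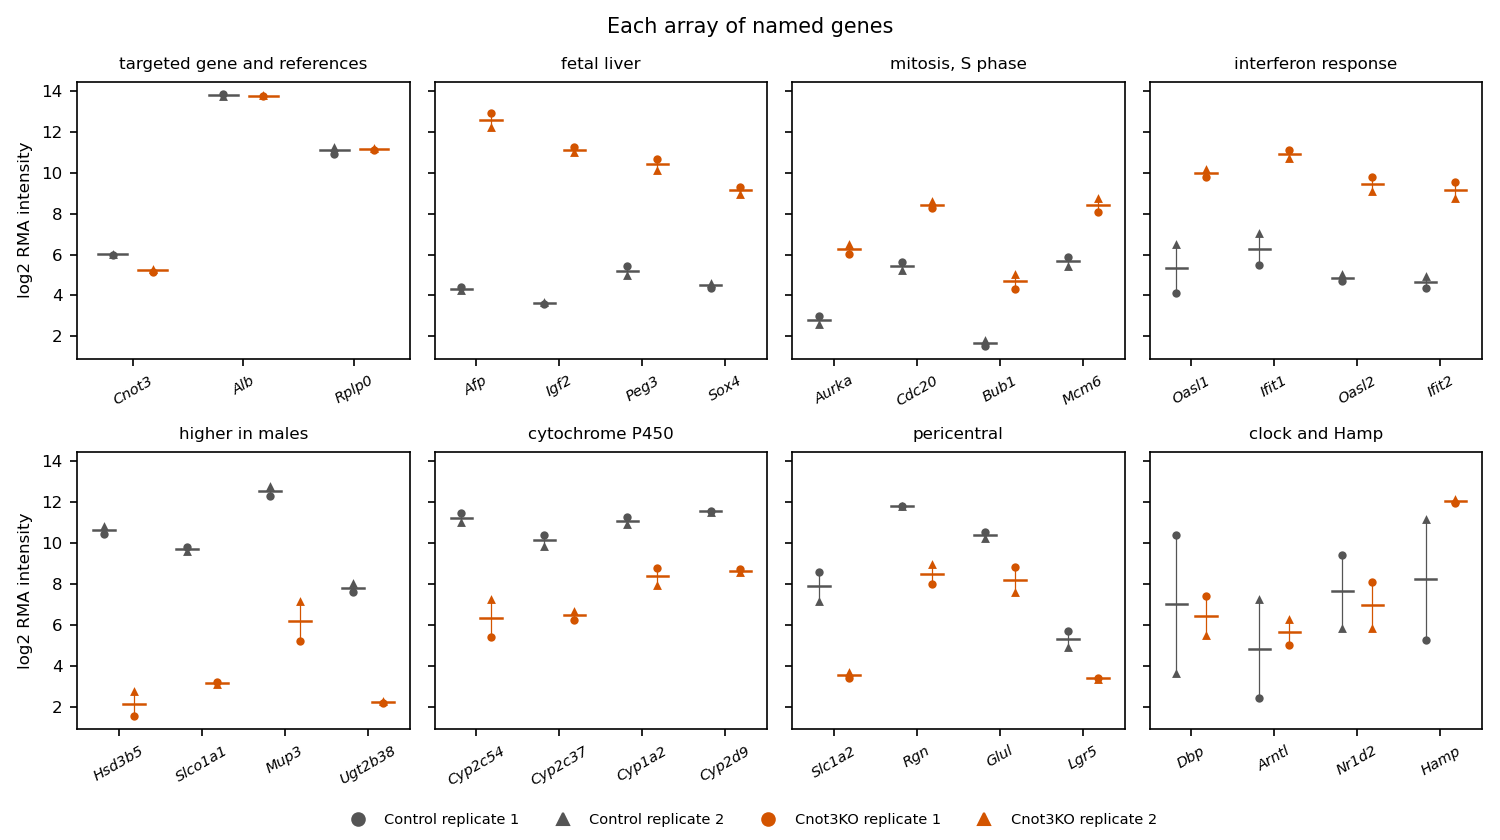
Log2 RMA intensity (y axis) of 31 genes on each array, in panels by gene group. Circles are replicate 1 and triangles replicate 2, gray for Control and orange for Cnot3KO, and thin vertical lines join the arrays of a group and short bars are the mean of 2 arrays; Afp goes from a mean of 4.34 to 12.58 and Hsd3b5 from 10.63 to 2.15, while Dbp (10.37 and 3.64) and Hamp (5.27 and 11.19) differ between the 2 Control arrays.

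Stress, iron and clock genes gave mixed or no calls. Of 26 immediate early genes, 5 rose and 1 fell (10 and 1 adjusted over the list alone), with a median of 0.79 (camera adjusted p = 0.00779; adjusted p = 0.383 with an estimated correlation and 0.0614 with probe sets above the median level only). Atf3 rose by 2.45 ± 0.44 and Ccn1 by 1.76 ± 0.23. Of 21 genes targeted by miR-122, the main microRNA of the liver, 7 rose and none fell (7 and 0 adjusted over the list alone), with a median of 0.46 (camera adjusted p = 0.0143; adjusted p = 0.383 with an estimated correlation). The glycolytic genes Aldoa and Pkm rose by 1.81 ± 0.31 and 1.61 ± 0.20 and Vim by 1.79 ± 0.17, but the list lost its call without the 3 genes the study had chosen (adjusted p = 0.100), with probe sets above the median level only (adjusted p = 0.0772) and with quantile normalization again (adjusted p = 0.0684). Of 27 genes of the unfolded protein and integrated stress response, 4 fell and 2 rose (5 and 2 adjusted over the list alone; camera adjusted p = 0.069), with Herpud1 at -1.78 ± 0.29 and Psat1 at 3.42 ± 0.67. It passed without Control replicate 1 (adjusted p = 0.0073) and without Cnot3KO replicate 1 (adjusted p = 0.0496), and with probe sets above the median level, the mean of all probe sets of a gene or centring on Rplp0 (adjusted p = 0.0219, 0.0391 and 0.0366). Of 25 oxidative stress genes, 6 rose and 3 fell (8 and 3 adjusted over the list alone; camera adjusted p = 0.837), with Cbr3 at 3.52 ± 0.46 and Aldh2 at -1.63 ± 0.25. Of 24 genes of iron handling, 2 rose and 4 fell (3 and 4 adjusted over the list alone; camera adjusted p = 0.884). Id1 and Bmp6, of the pathway that induces hepcidin, rose by 3.07 ± 0.19 and 2.09 ± 0.26, and Tmprss6, which restrains it, fell by -1.58 ± 0.16. The hepcidin gene Hamp read 5.27 and 11.19 in Control and 11.96 and 12.16 in Cnot3KO and did not pass (3.83 ± 1.81, adjusted p = 0.220). Hamp was at 6.79 and passed without Control replicate 2 (adjusted p = 0.0232), and was at 0.87 without Control replicate 1 (adjusted p = 0.0898). Of 28 acute phase proteins, 3 rose and 3 fell (3 and 4 adjusted over the list alone; camera adjusted p = 0.664), with Lcn2 and Cd14 at 3.69 ± 0.37 and 3.42 ± 0.36 and Saa4 at -2.37 ± 0.27. None of 19 circadian clock genes was called by limma on its main probe set (0 adjusted over the list alone, 0 higher and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.211). Hlf and Tef differed by -1.18 ± 0.31 and -1.15 ± 0.98. The other Hlf probe set was called lower. Hlf passed with the mean of its probe sets (-1.53, adjusted p = 0.0226), with quantile normalization again (adjusted p = 0.0354) and with centring on ribosomal protein genes (adjusted p = 0.0406). Without Control replicate 2, Hlf (-1.59, adjusted p = 0.0366) and Tef (-2.70, adjusted p = 0.0376) passed. The 2 Control arrays differed in these genes: the clock output gene Dbp, named after its values were seen, read 10.37 and 3.64 in Control and 7.41 and 5.49 in Cnot3KO. The median of the clock list was -0.36, and 0.46 without Control replicate 1. The list passed as lower without Control replicate 2 (adjusted p = 0.00213). Of 60 genes of oxidative phosphorylation, 1 rose, Ndufs4 by 0.80 ± 0.18 (0 adjusted over the list alone, 8 higher and 5 lower at an unadjusted p under 0.05 in limma; camera adjusted p = 0.469). Of 43 ribosomal protein genes, Fau was higher (0.75 ± 0.16) and Rps6 lower (-0.79 ± 0.17), with 0 adjusted over the list alone and 1 higher and 4 lower at an unadjusted p under 0.05 in limma (camera adjusted p = 0.948). Of 13 pancreatic acinar markers, Cela1 fell by -2.05 ± 0.34 (1 adjusted over the list alone; camera adjusted p = 0.079, and 0.0187 without Control replicate 1), and of 13 adipocyte and muscle markers none was called by limma on its main probe set (0 adjusted over the list alone, 0 higher and 2 lower at an unadjusted p under 0.05; camera adjusted p = 0.284). Of these Car3 was at -2.93 (adjusted p = 0.114). However, 2 of its 3 other probe sets were called lower. It passed with the mean of its probe sets (adjusted p = 0.0342), with centring on Rplp0 (adjusted p = 0.0320) and without Cnot3KO replicate 2 (-4.52, adjusted p = 0.00185). The reference genes Actb and Rplp0 were at 0.67 and 0.07 and did not pass (adjusted p = 0.111 and 0.827).

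The study's own lists are the genes of the PCR by which it checked its array results or, for the deadenylase targets, mRNAs already known. They are not independent evidence of direction, and camera on these arrays is no independent test of genes picked from array results. Of 9 cell cycle genes 8 were measured, without Trp53, and 7 rose (8 adjusted over the list alone), among them Brca1 (3.18 ± 0.41), Ect2 (2.75 ± 0.31) and Cdc25a (1.96 ± 0.26), and Cdc25b was at 0.70 (adjusted p = 0.135). Of 5 immune response genes 3 rose (4 adjusted over the list alone). These were Herc6, from a mean of 5.13 to 8.13, Irf7, by 1.88 ± 0.18, and Nlrc5, from 6.03 to 7.53. The other genes were Hamp and Cxcl10. The hepcidin gene Hamp, which the paper describes as a regulator of iron, was at 3.83 (adjusted p = 0.220). Its Control arrays read 5.27 and 11.19. Cxcl10 was at 2.45 (adjusted p = 0.0559). Cxcl10 passed with probe sets above the median level only (adjusted p = 0.0471), with gene means of probe sets (adjusted p = 0.0473), with centring on ribosomal protein genes (adjusted p = 0.0413) or on Rplp0 (adjusted p = 0.00886) and without Cnot3KO replicate 1 (3.15, adjusted p = 0.0285). Of 7 immature liver genes 6 were measured, without H19, and all 6 rose (6 adjusted over the list alone), from 8.24 for Afp to 1.36 ± 0.18 for Cd44. Of 10 liver function genes 3 fell (6 adjusted over the list alone), which were Klkb1 (-1.98 ± 0.28), Proz (-1.88 ± 0.19) and Aldh2 (-1.63 ± 0.25). G6pc was at -1.73 ± 0.55 (adjusted p = 0.101) and Tdo2 at -0.29 ± 0.18 (adjusted p = 0.335) on their main probe sets. G6pc passed with centring on Rplp0 (adjusted p = 0.0230) and without Cnot3KO replicate 2 (-2.39, adjusted p = 0.0385). Of the 2 other Tdo2 probe sets 1 was called lower. Tdo2 passed with the mean of its probe sets (-0.90, adjusted p = 0.0462). Ces2a, Ivd, Pcca and Sod2 were at -0.84, -0.57, -0.35 and -0.09 and did not pass on their main probe sets, and 1 of the 3 other Sod2 probe sets was called lower. The main Igf1 probe set was at -0.48 ± 0.21 (adjusted p = 0.195), whereas 2 of the 3 other Igf1 probe sets were called lower and the mean of its probe sets passed (-1.20, adjusted p = 0.0168). Camera gave adjusted p of 0.000122, 0.00312, 3.82e-06 and 0.000165 for these lists in the same order, and 0.422, 0.383, 0.383 and 0.348 with an estimated correlation. Of 2 known deadenylase targets Pdk4 rose by 3.13 ± 0.32 and Igfbp1 was at 1.33 (adjusted p = 0.129; 2 adjusted over the list alone, camera adjusted p = 0.0691). That list passed without Cnot3KO replicate 1 (adjusted p = 0.0473), without Cnot3KO replicate 2 (adjusted p = 0.0121) and with centring on Rplp0 (adjusted p = 0.0105).

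In all, camera passed 27 of the 47 lists, 15 higher and 12 lower, each relative to the other genes measured. Of the 42 lists that the study did not choose, 23 passed, 12 higher and 11 lower. With an estimated correlation none of the 47 passed, with adjusted p from 0.348 to 0.973, and 18 passed fry, which tests whether the genes of a list move one way and does not compare them with other genes. The median, the mean and the direction of camera differed in sign for the other deadenylation factors (median -0.05, mean 0.16, lower), acute phase proteins (-0.05, 0.15, lower), iron handling (0.17, 0.38, lower), ribosomal proteins (0.09, 0.02, lower), endothelial markers (-0.04, 0.0019, lower) and periportal genes (0.14, 0.04, lower), none of which passed. Besides that of the clock list, given above, the medians of other lists that did not pass turned sign in alternatives. These were oxidative stress (0.01, and -0.01 with centring on ribosomal protein genes and -0.06 on Rplp0, among others), the unfolded protein response (-0.25, and 0.06 without Control replicate 2), periportal genes (-0.05 at the lowest), acute phase proteins (0.07 at the highest) and the other deadenylation factors (0.17 at the highest). Of the 146 named genes called, 88 kept their call without Control replicate 1, 110 without Control replicate 2, 117 without Cnot3KO replicate 1 and 122 without Cnot3KO replicate 2. Cnot3 is not among these 146 genes, and its results without 1 array are given above. The folds of 32 of the 146 moved by over 1.5 times without 1 array, and those of 7 by over 2 times. These 7 were Elovl3 (-7.18 without Control replicate 1, and smaller in size than with all arrays by 1.59 without Control replicate 2), Cyp17a1 (2.69 to 5.37), Oasl1 (3.45 to 5.86), Serpina4-ps1 (-6.65 to -4.26), Cldn4 (2.74 to 4.95), Psat1 (2.34 to 4.49) and Cdt1 (2.26 to 4.33). The other 25 were Mup3 (-7.32 to -5.37), Ces1f (-5.92 to -3.99), Cxcl14 (2.17 to 4.07), Cyp2c54 (-5.84 to -3.97), Ugt2b1 (-4.46 to -2.60), Thrsp (-4.08 to -2.27), Uhrf1 (2.04 to 3.82), Cyp4f14 (-3.93 to -2.19), Sult2a2 (7.19 to 8.91), Ifit1 (3.86 to 5.41), Gpnmb (2.84 to 4.36), Ttk (2.56 to 4.05) and Sprr1a (5.95 to 7.41), and Slc1a2 (-5.05 to -3.63), Prom1 (4.65 to 6.04), Bex1 (8.19 to 9.58), Mup10 (-6.03 to -4.66), Cyp7b1 (-3.69 to -2.39), Epcam (3.06 to 4.32), Hsd3b5 (-9.11 to -7.85), Brca1 (2.57 to 3.80), Glul (-2.79 to -1.57), Atf3 (1.84 to 3.06), Ces1e (-4.40 to -3.19) and Bcl6 (-2.89 to -1.67). With the mean of all probe sets of a gene 134 kept their call. Those that did not include Cnot11 (0.25, adjusted p = 0.279), Uhrf1 (adjusted p = 0.0574), Ccnd3 (0.51, adjusted p = 0.102), Afmid (adjusted p = 0.0572), Ndufs4 (0.10, adjusted p = 0.716), Psat1 (adjusted p = 0.0566), Rps6 (-0.23, adjusted p = 0.336) and Loxl1 (0.92, adjusted p = 0.0611).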

Values the study reported

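The study reported that at 4 weeks of age 7.7% of probes were more than 2-fold higher in the livers lacking Cnot3 than in control livers, and 4.1% were more than 2-fold lower. At 1 week of age it gave 2% and 1.2%.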

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

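Centring on Rplp0 and leaving out genes held by several lists were chosen after the data were seen; the other alternatives were set before. Where an array is left out, the lone array of its group is assumed to vary like the other group. Centring on Gapdh was not run, since every Gapdh probe set lists several genes, and camera has no robust option. Signal over background limits folds at low values, since no background was measured.

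Of 5095 calls 63.9% were higher, and over the alternatives in scaling this share ran from 55.3% with quantile normalization again to 67.9% with centring on array medians. The median difference over kept probe sets was -0.083, and from -0.045 to -0.156 with another scaling. Counts of higher and lower probe sets stayed within 1.5 times with each filter, scaling, block, prior and probe set choice run. At an adjusted p under 0.01 there were 707 and 263, a stricter threshold. With the methods' t-test 3860 were higher and 3977 lower at p under 0.05, and 0 and 1 after Benjamini-Hochberg, where 2 degrees of freedom replace 5.40. Without 1 array, with fewer samples, 1328 to 2093 were higher and 536 to 1489 lower. With a mean above the 50th percentile, which drops low probe sets, 12.3% were over 2-fold higher and 6.83% lower.

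Cnot3 stayed lower in each alternative. Its adjusted p, from 0.0228 to 0.211 over them, missed the threshold with centring on Rplp0 (-0.86, adjusted p = 0.0723), with the replicate block (-0.79, adjusted p = 0.0517), with a prior that follows intensity (-0.79, adjusted p = 0.0551) and without each array (-0.87 to -0.71, adjusted p = 0.0870 to 0.211). The last has fewer samples; the cause of the others was not tested. The labels tie no litter, batch or day to the replicate numbers, so these were not used as a pairing. Deviations of same-numbered arrays correlated with r = 0.232 across probe sets, which are not independent. With 2 arrays per group, crossing the numbers only turns the sign (-0.232) and adds no evidence. These 2 pairs are too few to test. With the replicate block 2967 probe sets were higher and 1716 lower, and Cxcl10 (adjusted p = 0.0165) and G6pc (adjusted p = 0.0210) passed. Besides Cnot3, the named genes that lost their call with it were Cdt1, Uhrf1, Ndufs4, Rps6, Fau, Coro1a, Prtn3, Car1, Klf1, Ctsc and Chek1.

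All 27 lists past camera missed the threshold with an estimated correlation. The adjusted p was 0.348 for chemokines, P450 genes, bile acids, plasma proteins, genes higher in males, macrophages, pericentral genes and the study's liver function genes. It was 0.383 for mitosis, fetal liver, interferon, adhesion, conjugation, fatty acid oxidation, immediate early genes, miR-122 targets, stellate cells and the study's immune and immature genes. It was 0.422 for the study's cell cycle genes, 0.496 for p53 targets, cholangiocytes and erythroid markers, 0.515 for lipogenesis, 0.579 for DNA replication, 0.598 for gluconeogenesis and 0.739 for cholesterol synthesis. The cause was not tested. The estimate rests on 2 residual degrees of freedom.

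With a mean above the 50th percentile, calls were lost for immediate early genes (adjusted p = 0.0614) and miR-122 targets (adjusted p = 0.0772), and the unfolded protein response passed (adjusted p = 0.0219). Targets of miR-122 also missed with quantile normalization again (adjusted p = 0.0684), without genes the study chose (adjusted p = 0.100) and without genes in several lists (adjusted p = 0.284), the last 2 with fewer genes. The unfolded protein response also passed with centring on Rplp0 (adjusted p = 0.0366), the mean of all probe sets (adjusted p = 0.0391) and without genes in several lists (adjusted p = 0.0148). Over all alternatives adjusted p ran from 0.000518 to 0.383 for immediate early genes, 0.0037 to 0.383 for miR-122 targets and 0.0073 to 0.383 for the unfolded protein response. With centring on Rplp0 the genes higher in females (adjusted p = 0.0375) and the study's deadenylase targets (adjusted p = 0.0105) passed. The cause of these was not tested except where fewer genes are named. Without 1 array, with fewer samples, adjusted p ran from 0.0242 to 0.369 for G1 cyclins, 7.59e-05 to 0.0726 for lipogenesis, 7.55e-06 to 0.511 for cholesterol synthesis, 2.30e-05 to 0.0842 for gluconeogenesis, 0.0408 to 0.446 for hepatocyte transcription factors, 0.00136 to 0.859 for genes higher in females, 0.00213 to 0.721 for the clock, 0.0073 to 0.358 for the unfolded protein response, 0.0187 to 0.242 for acinar markers and 0.0121 to 0.127 for the deadenylase targets.

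Cnot3, whose alternatives are given above, is left out of the counts in this paragraph. Of the 146 other named genes called, 143 kept their call with no filter and 145 with quantile normalization again. With median centring 144 kept it, with ribosomal centring 145 and with centring on Rplp0 137. With the replicate block 135 kept it, and 145 with a prior that follows intensity. With a robust prior 146 kept it, and 134 with the mean of probe sets. Of the 144 and 142 tested with a mean above the 50th percentile and without probe sets ending in _x_at or _s_at, all kept it. From 88 to 122 kept it without 1 array. No named gene that was called turned its direction in these alternatives.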

Other observations

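The tests below were chosen after the results were seen, except that on lists matched by Control level, and 1 of them reads the scaling alternatives, which were planned apart from centring on Rplp0. Genes in the following 2 paragraphs were chosen after their values were seen. The growth hormone receptor gene Ghr fell by -2.03 ± 0.19 (adjusted p = 0.00688), and the leukaemia inhibitory factor receptor gene Lifr fell by -3.28 ± 0.22 (adjusted p = 0.00422). Socs2, a target of growth hormone signalling, was at -0.02. Tff3, a secreted trefoil peptide of mucous epithelia, rose by 5.06 ± 0.68 (adjusted p = 0.0135).

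Of 10 measured genes around Cnot3 in the order of the reference gene table, Tmc4 rose by 3.04 ± 0.50 (adjusted p = 0.0208) and Leng1 by 0.80 (adjusted p = 0.0437), and 8 did not pass, with Prpf31 at 1.00 (adjusted p = 0.0578). For 20 genes, probe sets of the same gene were called in opposite directions, among them Cdk7, Hnrnpu, Nudt21 and Ube2d3.

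Clock genes differed between the 2 Control livers: Dbp read 10.37 and 3.64, Arntl 2.40 and 7.24, and Per3 6.42 and 3.41. Scaling is argued against, since ribosomal protein genes differed between these arrays by a median of -0.052 where the clock genes differed by a median size of 2.08. Of 19 clock genes, 18 went in the direction of opposite phases, so a candidate explanation is that the livers were collected at different times of day. A collection time shared by livers with the same replicate number and separate times cannot be told apart, since 15 of 19 genes went the same way in both groups and there are only 2 livers in each. No biological explanation was tested, since the design gives no time.

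Genes higher in male liver fell in Cnot3KO by a median of -2.42. Female Cnot3KO livers are argued against by Xist, at most 2.14, below the array median of 3.09, with Eif2s3y at least 7.34. Of 10000 lists matched on the Control level 0 fell as low, with a median of -0.051 and a lowest value of -0.80, against scaling or compression of high values. The 2 Control arrays, which differ in clock genes, differed in the list by a median of 0.355, with a 75th percentile of sizes of 1.00, which argues against a time difference like theirs as the whole cause. The Cnot3KO mean lay between the Control arrays for 15 of 19 clock genes. This cannot tell whether the Cnot3KO livers came from other times, since Control livers of opposite phases would bracket most times. The mean also joins 2 Cnot3KO livers that differ, with Dbp at 7.41 and 5.49. That count fell just short of the bound set before it was seen, and the times are not known here. A time effect unlike that between the Control arrays therefore stays open beside genotype.

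Markers of macrophages, stellate cells and cholangiocytes rose with medians of 1.08, 1.07 and 1.45. A lower share of hepatocyte RNA would by itself raise markers of every other cell type. As the only change it is argued against by endothelial markers, whose 75th percentile of differences was 0.257 with a median of -0.04. The paper described compressed sinusoids in such livers, so fewer endothelial cells could hide such a share. A lower share together with an endothelial loss therefore stays open. Scaling is argued against, since the lowest median of these lists over the scalings was 0.990 and the highest 1.49. More cells of these types and a change within cells cannot be told apart from these arrays, since whole liver gives no cell counts. Of the called macrophage markers 17 were higher and 1, Cd163, was lower. From staining of such livers the paper reported macrophage infiltration and more cells positive for CK19, a cholangiocyte marker. Those reports go with more macrophages and cholangiocytes.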
